# Talin-1 interaction network promotes hepatocellular carcinoma progression

**DOI:** 10.18632/oncotarget.14674

**Published:** 2017-01-16

**Authors:** Peng Chen, Xiaohu Zheng, Yonggang Zhou, Yechuan Xu, Lixin Zhu, Yeben Qian

**Keywords:** Talin-1, hepatocellular carcinoma, tumor growth and metastasis, ion transport, membrane depolarization

## Abstract

Talin-1 is a known oncogene-associated protein. In this study, we set out to determine its role and mechanisms in hepatocellular carcinoma (HCC) progression. We found Talin-1 to be highly expressed in HCC cells relative to non-cancer liver epithelial cells and to promote tumor growth and metastasis. We used Whole Human Genome Oligo Microarray analysis with HCC cells and HCC cells in which Talin-1 was knocked down using shRNA to identify transcripts regulated by Talin-1. Of the 40,000 tested genes, 3099 were differentially expressed after Talin-1 knockdown; expression of 1924 genes was increased, while expression of 2175 was decreased. Gene ontology (GO) profiling indicated that Talin-1 promotes many HCC progression-related activities, including ion transport and membrane depolarization, cell growth, and cell adhesion. We also characterized the network of gene transcripts regulated by Talin-1 and their role in promoting HCC progression. Our findings confirm the role of Talin-1 in carcinogenesis and provided a set of novel therapeutic targets for the treatment of HCC.

## INTRODUCTION

Hepatocellular carcinoma (HCC) is a common malignancy of the digestive system [1]. Patients are often diagnosed with HCC at an advanced stage, and show a poor prognosis [2]. Therefore, novel diagnostic and therapeutic methods are needed for early cancer detection and effective treatment for this large group of patients.

Talin-1, a macromolecular cytoskeletal protein, has been reported to interact with multiple adhesion molecules (e.g. integrin and F-actin) and to activate the integrin/focal adhesion kinase (FAK) pathway [3, 4]. Studies indicated that Talin-1 is a potential marker for diagnosing cancer at an early stage because its high expression level in serum specimens from cancer patients was sufficient to distinguish them from normal human samples [5, 6]. Specifically, Youns MM et al. found that sensitivity and specificity of Talin-1 for diagnosing cancer were higher than those of alpha-fetoprotein (AFP) in Egyptian HCC patients [5, 6]. Overall, these findings suggested that Talin-1 is a potential diagnostic marker for HCC. However, whether Talin-1 promoted HCC growth and metastasis was still uncertain, and the mechanisms of Talin-1 in HCC progression remained unclear.

In this study, we assessed the proliferation and migration abilities of Talin-1 knockdown and normal control HCC cells. We used human whole-genome microarray assays and GO profiling to examine the relation between Talin-1-regulated gene transcripts and HCC progression-related biological behaviors. Furthermore, combining microarray data and online bioinformatics, we sought to define the interaction network (downstream genes and pathways) of Talin-1 in HCC.

## RESULTS

### Talin-1 promotes HCC growth and metastasis

We selected a HCC cell line (MHCC-97L cells) and a normal liver epithelial cell line (LO2 cells) to analyze the function of Talin-1 in HCC. We found Talin-1 mRNA (Figure 1A) (*P <* 0.0001) and protein (Figure 1B) levels were higher in MHCC-97L cells compared with LO2 cells. Next, we established a stable Talin-1 knockdown MHCC-97 L cell line. qRT-PCR (Figure 1C) and Western blot (Figure 1D) at 72 h after transduction confirmed that both Talin-1-shRNA and scramble shRNA were successfully and efficiently transfected into cells. Talin-1 mRNA levels in cells transduced with Talin-1-shRNA (sh-Talin-1 group) were overtly decreased compared with the amounts obtained after transduction with scramble shRNA (sh-mock group) and non-transduced cells (negative control group, NC group) (both *P <* 0.0001). Cell proliferation and metastasis assays were performed on sh-Talin-1, NC, and sh-mock groups. By cell counting, we found markedly fewer cells in the sh-Talin-1 group compared with NC and sh-mock groups at 24 h (*p* = 0.0147 and 0.0114, respectively), 48 h (*p* = 0.0006 and < 0.0001, respectively) and 72 h (both *P <* 0.0001) (Figure 1E). In transwell assay, migration was significantly reduced in the sh-Talin-1 group compared with the NC and sh-mock groups (*p* = 0.001 and 0.0007, respectively) (Figure 1F, 1G). Taken together, these findings suggest that Talin-1 promotes HCC growth and metastasis.

**Figure 1:**
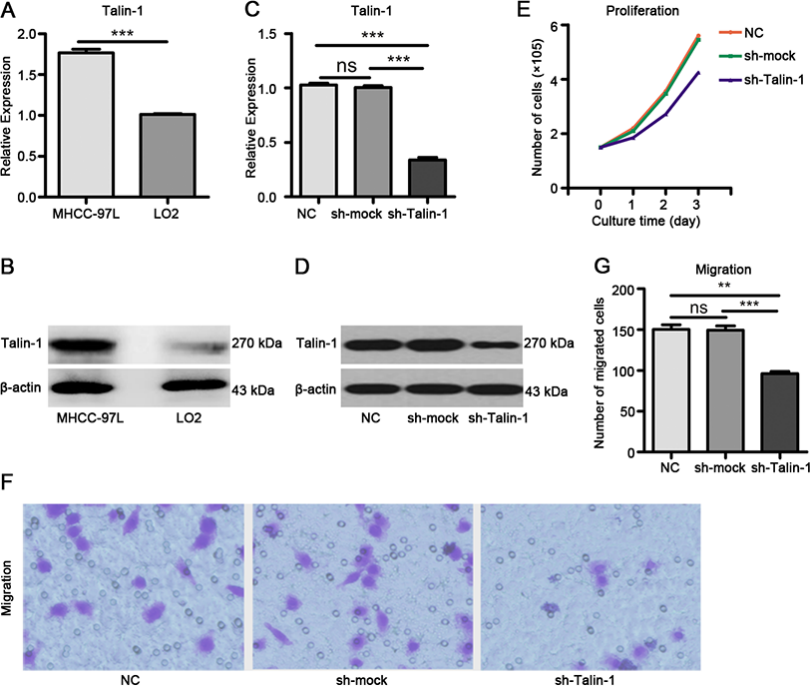
Talin-1 promotes HCC growth and metastasis Talin-1 is more highly expressed in MHCC-97L cells compared with LO2 cells in terms of (**A**) mRNA levels and (**B**) protein amounts. Talin-1 expression is lower in the sh-Talin-1 group than the NC and sh-mock groups in (**C**) mRNA levels and (**D**) protein amounts. (**E**) Cell proliferation was assessed by counting. Markedly fewer cells were found in the sh-Talin-1 group compared with NC and sh-mock groups at 24 h, 48 h or 72 h; (**F, G**), HCC cell migration ability was assessed by transwell migration assay. Migration was significantly reduced in the sh-Talin-1 group compared with the NC and sh-mock groups. *P < 0.05 **P < 0.01, and ***P < 0.001. The data are presented as the mean SEM.

### The biological behaviors regulated by Talin-1 in promoting HCC

To explore the downstream targets of Talin-1 in HCC progression, we performed high-resolution microarray analysis (a total of 40000 genes) on the NC and sh-Talin-1 groups (GEO serial number: GSE86062). 

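TLN1, the gene targeted by the shRNA, was 6.33-fold lower in the sh-Talin-1 group than in the NC group, with array signals of 153 and 816. This is a log2 fold change of -2.66, with an error of 0.21 from the error model of the extraction software. The value is from the brighter of its probes, which lies on chromosome 9 of hg19 from 35697766 to 35697825 on the minus strand. The other TLN1 probe gave a log2 fold change of -2.35. RNA was taken from MHCC-97L cells, a human hepatocellular carcinoma line. The NC cells were not transduced, and the sh-Talin-1 cells carried the Talin-1 shRNA in a lentiviral vector and were selected with puromycin at 3 µg/ml and kept at 1.5 µg/ml. From each group 0.5 µg of RNA was labelled with Cy3 and hybridised to 1 Agilent whole human genome array, which measures a single sample by the brightness of each spot. The authors extracted the spot intensities with Agilent's Feature Extraction software, and each array holds 43376 spots for 41000 probes besides the control spots. On the NC array 75.7% of the probes were well above background, and on the sh-Talin-1 array 75.3%. The processed signals were taken as log2 values, the 75th percentile of each array was subtracted, and spots marked as outliers by the software were left out. Signals are printed before this scaling and fold changes after it. A gene was given the value of its brightest probe, and 15574 of 18600 genes with a symbol were well above background on at least 1 array. Where a gene was well above background on 1 array only, the difference is a lower bound and is written as at least N-fold. Between spots of the same probe on an array, the median SD was 0.04 on the log2 scale for both arrays. With 1 array per group, no test was possible and the differences have no replicate check. The arrays lay on different slides and no array of the sh-mock group was analysed here. On the arrays, Talin-1 knockdown therefore cannot be told apart from the slide or from transduction and puromycin. For TLN1 and selected genes, the paper also compared sh-Talin-1 cells with sh-mock cells by qRT-PCR.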

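Among the measured genes, 301 were at least 2-fold higher and 1065 at least 2-fold lower in the sh-Talin-1 group than in the NC group. Of these, 228 and 792 were well above background on both arrays. The lowest relative to NC were SPANXA2-OT1, a noncoding transcript, at 53.9-fold lower, and LOX, the lysyl oxidase that cross-links collagen, at 23.4-fold lower. FOSB, a subunit of the AP-1 transcription factor, was 14.3-fold lower, PDE2A, a cyclic nucleotide phosphodiesterase, 9.30-fold, and the nuclear receptors NR4A1 and NR4A2 8.98-fold and 8.27-fold. SLAMF7, WISP2, FGFBP1 and IFNE completed the 10 largest decreases among named genes well above background on both arrays. On the other side, FUT1, a fucosyltransferase, was 13.4-fold higher, SLCO1B3, an uptake transporter of hepatocytes, 8.50-fold, and the actin nucleator FMN2 6.98-fold. FAM176A, MRAP2, CEACAM5, IFITM1, UNC5B, STARD13 and NRIP1 followed, between 6.82-fold and 5.09-fold, although a dimmer probe of STARD13 gave a log2 fold change of -0.65. Among genes well above background on the NC array only, ARG1, the arginase of the urea cycle, was at least 23.2-fold lower, and ZP1, TREM1, NPTX1 and SCGB2A1 at least 13.9-fold. MARK1, a kinase of microtubule-associated proteins, was at least 17.3-fold higher, and CNTN6, TAAR6 and KRT27 at least 4.85-fold. The balance between higher and lower genes depended on how the arrays were put on a common scale. Lower genes made up 78.0% of the calls with the 75th percentile and 50.5% with quantile normalization, which called 552 genes higher and 563 lower. Without a filter on dim probes, 1038 probes were at least 2-fold higher and 4399 at least 2-fold lower.

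**Figure D1:**
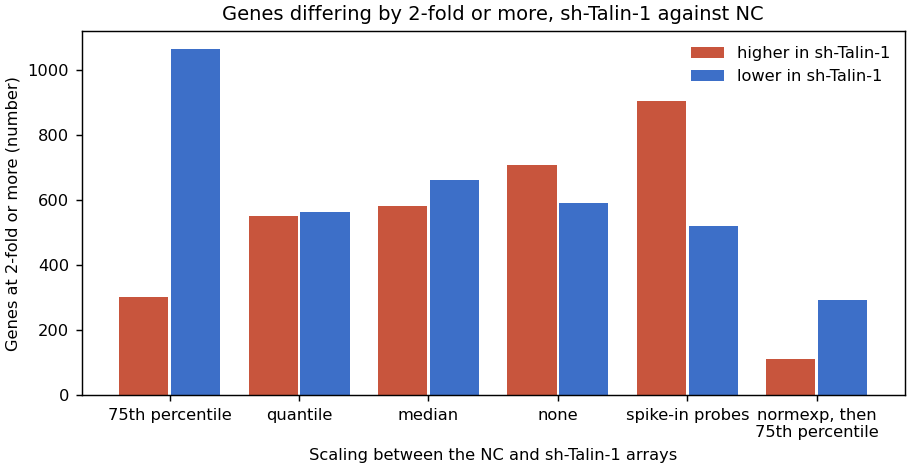
Number of genes at least 2-fold higher (red) or lower (blue) in the sh-Talin-1 group than in the NC group, for 6 ways of putting the arrays on a common scale, with 1 array per group. The 75th percentile gave 301 higher and 1065 lower genes, while the scale of the spike-in probes, chosen after the data were seen, gave 903 and 519.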

As shown in Figure 2A, of the 40000 tested genes, 3099 were differentially expressed after Talin-1 knockdown (1924 genes increased and 2175 genes dropped). To further assess the biological behaviors regulated by Talin-1in HCC, the 3099 genes were classified into categories according to GO annotation (Figure 2B). The top 10 dramatically changed biological behaviors ranked by enrichment factor are listed in Table 1. They included membrane repolarization-related (enrichment factor = 7.611999094), cell growth-related (enrichment factor = 2.282109371), ion transport-related (enrichment factor = 1.792892772), extracellular space-related (enrichment factor = 1.750628487), cell adhesion-related (enrichment factor = 1.729052887), transporter activity-related (enrichment factor = 1.693649687), transmembrane transport-related (enrichment factor = 1.689015481), regulation of multicellular organism processes-related (enrichment factor = 1.564495121), plasma membrane-related (enrichment factor = 1.551785285), and response to external stimulus-related (enrichment factor = 1.52078304)genes; the 4 most prominent categories were selected for detailed analysis, i.e. ion transport, membrane depolarization, cell growth, and cell adhesion.

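Table 1 lists 71 different genes, which are part of each term's genes except for membrane repolarization. Of the 70 with a value on the arrays, 66 lay in the direction of the table, OMG and RIMS1 among them on signals too dim for a lower bound, and 53 were called, 22 higher and 31 lower in the sh-Talin-1 group. These genes were chosen by the study on the same arrays, so the tally is not independent evidence. DUOX2, an oxidase that makes hydrogen peroxide, was 7.33-fold lower, PTGDS, a prostaglandin D synthase, 4.14-fold, and KLHL34 at least 11.3-fold. UNC5B, a netrin receptor, was 5.14-fold higher, MMEL1, a metalloendopeptidase, 4.51-fold, and the growth factor PDGFC 3.38-fold. Opposite to the table, the brightest probes of MUC5B, NPAS3, TSPAN32 and GDNF gave log2 fold changes of -0.45, -0.47, -0.97 and 0.15, and each of these genes had a dimmer probe in the direction of the table. By any of their probes, 63 of the 70 genes were called in the direction of the table, a count chosen after the values were seen. On the 2-fold threshold alone, which is all that the paper states, 70 of the 70 had a probe in the direction of the table. On 1 array only, 15 of the 70 genes were well above background.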

**Figure 2:**
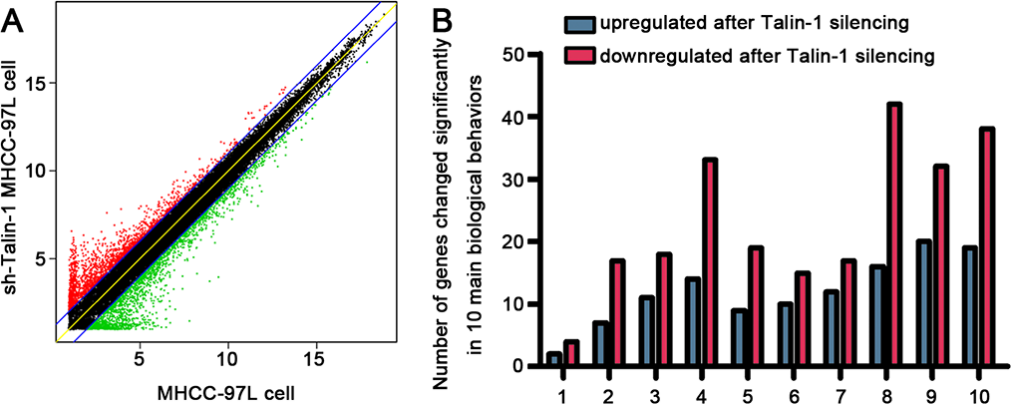
The biological behaviors regulated by Talin-1 in promoting HCC (**A**), Scatter plot of genes changed by twofold or more after Talin-1 silencing in HCC. Dots highlighted in red and green represent the 2-fold up-regulated and down-regulated genes after Talin-1 silencing, respectively. (**B**) 10 main biological behaviors affected by Talin-1 in HCC.

**Table 1:** GO profiling identified in 10 main biological behaviors after Talin-1 silencing

GO_term (ID)	*P*-value	enrich_factor	Nr. Genes (upregulate/downregulate)	up-regulated geneID (mRNA)	down-regulated geneID (mRNA)
membrane repolarization	1.74E-06	7.611999094	6 (2/4)	KCNE3 ([NM_005472]),	GJA1 ([NM_000165]), KCNQ1 ([NM_000218]),
(GO:0086009)				CACNA1D ([NM_000720])	AKAP6 ([NM_004274]), CAV3 ([NM_001234])
cell growth	5.37E-06	2.282109371	24 (7/17)	CGREF1 ([NM_006569]), SLC44A4 ([NM_025257]),	EDN1 ([NM_001955]), IGFBP5 ([NM_000599]),
(GO:0016049)				RIMS1 ([NM_014989]), TRIM40 ([NM_138700]),	CYR61 ([NM_001554]), PDGFB ([NM_002608]),
				OMG ([NM_002544]), SLIT2 ([NM_004787])	CTGF ([NM_001901]), IGFBP3 ([NM_001013398])
ion transport	2.50E-08	1.792892772	29 (11/18)	KCNE3 ([NM_005472]), SLCO1B3 ([NM_019844]),	CLIC3 ([NM_004669]), CTGF ([NM_001901]),
(GO:0006811)				ALB ([NM_000477]), TESC ([NM_017899])	CAV3 ([NM_001234]), AQP1 ([NM_198098]),
					PTGS2 ([NM_000963]), CA9 ([NM_001216]),
extracellular space	2.73E-07	1.750628487	47 (14/33)	MUC5B ([NM_002458]), MMEL1 ([NM_033467]),	EDN1 ([NM_001955]), WISP2 ([NM_003881]),
(GO:0005615)				SLIT2 ([NM_004787]), SPX ([NM_030572]),	KRT34 ([NM_021013]), MUC17 ([NM_001040105]),
				PDGFC ([NM_016205]), FAM184A ([NM_024581])	KLHL34 ([NM_153270]), VTN ([NM_000638])
cell adhesion	6.06E-07	1.729052887	28 (9/19)	VCAM1 ([NM_001078]), ADAM22 ([NM_021721]),	MUC1 ([NM_002456]), SLAMF7 ([NM_021181]),
(GO:0007155)				RGCC ([NM_014059]), CGREF1 ([NM_006569]),	WISP1 ([NM_003882]), VTN ([NM_000638]),
					GLI2 ([NM_005270]), FGB ([NM_005141])
transporter activity	8.73E-06	1.693649687	25 (10/15)	SLCO1B3 ([NM_019844]), ANO5 ([NM_213599]),	PTGDS ([NM_000954]), CLIC3 ([NM_004669]),
(GO:0005215)				SLC26A9 ([NM_052934]), KCNE3 ([NM_005472]),	PDE2A ([NM_002599]), SLC2A14 ([NM_001286233]),
				SLC39A8 ([NM_022154]), SCN9A ([NM_002977])	ANKH ([NM_054027]), SLC2A5 ([NM_003039])
transmembrane transport	4.51E-06	1.689015481	29 (12/17)	SLCO1B3 ([NM_019844]), ANO5 ([NM_213599]),	CLIC3 ([NM_004669]), PDE2A ([NM_002599]),
(GO:0055085)				ALB ([NM_000477]), SLC26A9 ([NM_052934]),	CAV3 ([NM_001234]), EDN1 ([NM_001955]),
				TESC ([NM_017899]), KCNE3 ([NM_005472])	SLC2A14 ([NM_001286233]), ANKH ([NM_054027])
regulation of multicellular organismal process	1.26E-07	1.564495121	58 (16/42)	IFITM1 ([NM_003641]), SLIT2 ([NM_004787]),	CYR61 ([NM_001554]), EDN1 ([NM_001955]),
(GO:0051239)				SEMA4D ([NM_006378]), SPX ([NM_030572]),	NR4A2 ([NM_006186]), ANKH ([NM_054027]),
				TESC ([NM_017899]), ADM2 ([NM_024866])	EGR3 ([NM_004430]), GDNF ([NM_000514])
plasma membrane part	2.43E-08	1.551785285	52 (20/32)	FUT1 ([NM_000148]), SLCO1B3 ([NM_019844]),	CD247 ([NM_198053]), DTNA ([NM_001128175]),
(GO:0044459)				TSPAN32 ([NM_139022]), CEACAM5 ([NM_004363]),	PDE2A ([NM_002599]), CAV3 ([NM_001234]),
				SLC26A9 ([NM_052934]), TESC ([NM_017899])	ANKH ([NM_054027]), DUOX2 ([NM_014080])
response to external stimulus	4.78E-07	1.52078304	57 (19/38)	MATN2 ([NM_030583]), MUC5B ([NM_002458]),	FGFBP1 ([NM_005130]), DUOX2 ([NM_014080]),
(GO:0009605)				IFITM1 ([NM_003641]), SLIT2 ([NM_004787]),	NR4A1 ([NM_002135]), VTN ([NM_000638]),
				UNC5B ([NM_170744]), NPAS3 ([NM_022123])	TREM1 ([NM_018643]), FOSB ([NM_006732])

### Talin-1 promotes ion transport and membrane depolarization in HCC

Ion transport, a primary tumor cell migration regulator, can cause membrane depolarization-dependent promotion of cell proliferation [7–9]. Via GO assay, Talin-1 was found to promote both ion transport and membrane depolarization. Ion transport regulates membrane depolarization, and most genes present in one pathway are found in both; thus, the two categories were assessed together. Heat maps were generated using microarray data to further clarify changes in expression of genes involved in ion transport (Figure 3A) and membrane depolarization (Figure 3B) after Talin-1 silencing. The major ion transport- and depolarization-related genes were downregulated after Talin-1 silencing. 

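Of the 29 genes in the ion transport heat map, 28 had a probe under their name, and all of these were well above background on both arrays. Each of the 28 lay in the direction drawn in Fig. 3A, with 15 called lower and 9 called higher in the sh-Talin-1 group. SLC2A14, a glucose transporter, was 7.64-fold lower, TG, which encodes thyroglobulin, 4.66-fold, SLC6A13, a GABA transporter, 4.01-fold, and the sodium channel subunit SCN3A 3.83-fold, although a dimmer probe of SLC6A13 gave a log2 fold change of -0.43. ALB, the main protein of plasma, was 4.47-fold higher, with signals of 2849 in NC and 15075 in sh-Talin-1 cells. SPX, named C12orf39 on the array, was 4.64-fold higher, and ANO5, a member of the anoctamin family, 4.32-fold. ATP10A, SLC22A11 and ANKH were among those that did not reach 2-fold, and the log2 fold change of ANKH was -0.17, and 0.05 with quantile normalization. A dimmer probe of each passed 2-fold in the direction drawn, at -2.17 for ATP10A, 1.43 for SLC22A11 and -3.10 for ANKH. In the heat map of Fig. 3B, all 6 genes lay in the direction drawn and 3 were called. KCNQ1, a voltage-gated potassium channel, was well above background in NC only and at least 8.86-fold lower in the sh-Talin-1 group. CACNA1D, a calcium channel subunit, was well above background in the sh-Talin-1 group only, at least 1.08-fold higher. The brightest probes of the connexin gene GJA1 and of AKAP6 gave log2 fold changes of -0.34 and -0.29. A dimmer probe of each was well above background in NC only, at least 12.3-fold lower for GJA1 and 4.10-fold for AKAP6. The value of the brightest AKAP6 probe was 0.15 with quantile normalization.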

The number of downregulated ion transport-related genes (18 genes) was markedly higher than that of upregulated ones (11 genes) (Figure 3A), and the change in membrane depolarization-related genes had the same tendency, with the number of downregulated genes twice the number of upregulated ones (Figure 3B). Overall, these indicate that Talin-1 may promote ion transport and membrane depolarization.

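Over whole families of channels and transporters, fixed before the data were examined, the share of lower members varied. Some members, among them CACNA1D, KCNE3, KCNQ1, SCN3A, SCN9A, CLIC3 and ANO5, were chosen by the study on these arrays. The lists that hold such genes are not independent evidence. A change of the factor between the arrays moves a list and its random lists alike, so each median is set against random lists matched on signal. Of 21 measured subunits of voltage-gated calcium channels, 6 were called lower and 0 higher in the sh-Talin-1 group. CACNG7 was 2.58-fold lower and CACNA2D1 2.57-fold, although another CACNG7 probe gave a log2 fold change of -0.38. Both were dim, with signals of 49.2 in NC and 22.6 in sh-Talin-1 cells for CACNG7 and 24.5 and 11.3 for CACNA2D1. The lowest signal well above background in sh-Talin-1 cells was 10.4. Their median log2 fold change was -0.61, against -0.18 in random lists, and 100 of 10000 random lists were as low. With quantile normalization 0 of these subunits reached 2-fold, while the median was -0.48. Of 48 measured potassium channel subunits, 2 were higher and 7 lower, with a median of -0.35, and 1162 of 10000 random lists were as low. KCNJ12, an inward rectifier, was 3.25-fold lower, and KCNJ16 at least 4.41-fold. Of 11 sodium channel subunits, 1 was higher and 4 were lower, with SCN9A at least 2.18-fold higher and SCN7A at least 2.87-fold lower, and 1661 of 10000 random lists had a median as low. Of 26 chloride channels and anoctamins, 2 were higher and 5 lower, with a median of 0.08, and 898 of 10000 random lists were as high. Of 12 TRP channels, 0 were higher and 3 were lower, and 966 of 10000 random lists were as low. Of 12 connexins, 0 were higher and 2 were lower, and 2118 of 10000 random lists were as low. Quantile normalization called 3 potassium channel subunits higher and 4 lower, 1 sodium channel subunit higher and 2 lower, and 1 chloride channel or anoctamin higher and 2 lower. Among 295 solute carriers, 9 were higher and 20 lower with a median of 0.02, while quantile normalization called 20 higher and 12 lower, and 283 of 10000 random lists had a median as high. Ion-pumping ATPases had a median of 0.16 over 41 genes, against -0.02 in matched random lists, and 127 of 10000 were as high, although 4 of them were called lower and 0 higher, and 2 and 2 with quantile normalization. This list lay within the central 95% of random lists with quantile normalization, with normexp, without a filter on dim probes and with the mean of a gene's probes. From the larger number of lower than higher genes in both heat maps, the paper proposes that Talin-1 may promote both processes. For these processes the paper also drew on qRT-PCR of selected genes.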

**Figure 3:**
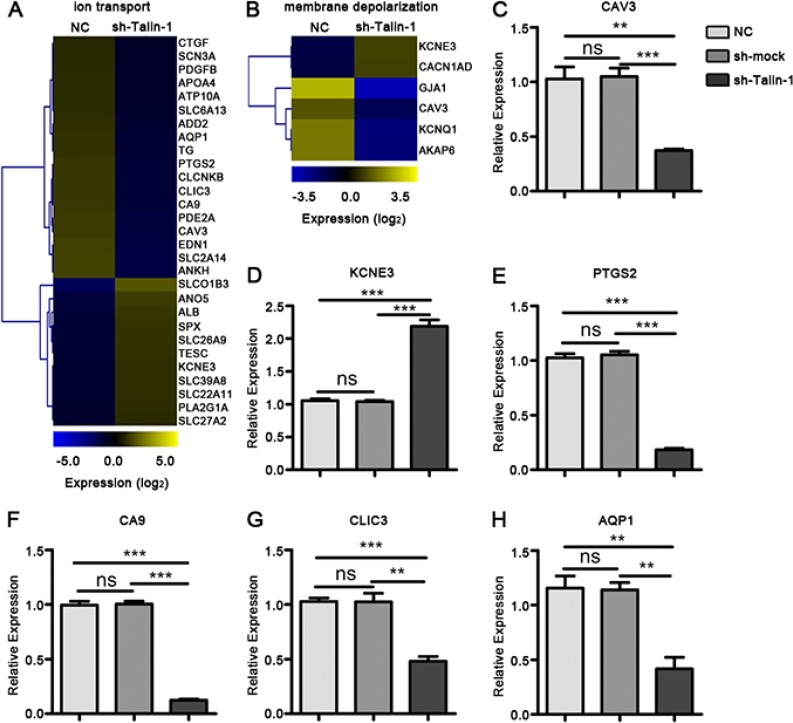
Talin-1 promotes ion transport and membrane depolarization in HCC (**A, B**) Heat maps of genes changed by two fold or more after Talin-1 knockdown involved in (A) ion transport and (B) membrane depolarization. The signal value of the genes is higher in yellow box than in blue ones. (**C–G**) Expression of selected genes involved in ion transport and membrane depolarization are measured by qRT-PCR. (C) CAV3, (H) AQP1, (E) PTGS2, (F) CA9 and (G) CLIC3 were down-regulated while (D) KCNE3 was up-regulated in the sh-Talin-1 group compared with the NC and sh-smock groups. *P < 0.05 **P < 0.01, and ***P < 0.001. The data are presented as the mean ± SEM.

Ca^2+^ influx resulting in voltage-gated Ca^2+^ (Cav) channel-mediated current triggers membrane depolarization, while K^+^ efflux and Cl^-^ influx are the principle ion currents that attenuate membrane depolarization [7–9]. Caveolin 3 (CAV3) could significantly attenuate the opioid receptor-mediated inhibition of N-type Ca^2+^ channels and increase Ca^2+^ influx [10, 11]. Meanwhile, potassium voltage-gated channel subfamily E regulatory subunit 3 (KCNE3) was reported to increase K^+^ efflux and Cl^-^ influx [12, 13]. 

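CAV3, which encodes the caveolin of muscle cells, was 4.97-fold lower in the sh-Talin-1 group, with signals of 11762 in NC and 2802 in sh-Talin-1 cells. Its brightest probe lies on chromosome 3 of hg19 from 8787416 to 8787475, and the log2 fold change was -2.31 with a software error of 0.20. A second, much dimmer CAV3 probe had a signal of 18.4 in NC and was not well above background in sh-Talin-1 cells. Among 6 measured caveolins and cavins, CAV3 and CAV1 were called lower and 0 were higher, and 0 of 10000 matched random lists had a median as low as theirs, -0.76. The study chose CAV3 on these arrays, so this list is not independent evidence. CAV1, the main caveolin of most other cells, was 2.08-fold lower, but did not reach 2-fold with quantile normalization or, at -0.81 on the log2 scale, without scaling. KCNE3, a regulatory subunit of voltage-gated potassium channels, was 3.19-fold higher, with signals of 55.5 in NC and 210 in sh-Talin-1 cells. The log2 fold change was 1.67 with a software error of 0.22, from a single probe on chromosome 11 from 74166486 to 74166545.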

Combining the data of our microarray and verified PCR, we found that, after Talin-1 silencing CAV3 declined significantly (Figure 3A–3C), while KCNE3 was significantly upregulated (Figure 3A, 3B, 3D). Overall, Talin-1 may promote membrane depolarization by increasing Ca^2+^ influx and inhibiting K^+^ efflux and Cl^-^ influx. Additionally, other PCR verified ion transport- and depolarization-related genes, including prostaglandin-endoperoxide synthase 2 (PTGS2) (Figure 3A, 3E), carbonic anhydrase 9 (CA9) (Figure 3A, 3F), chloride intracellular channel 3 (CLIC3) (Figure 3A, 3G), and aquaporin 1 (AQP1) (Figure 3A, 3H), decreased in the sh-Talin-1 group compared with the NC groups (*P <* 0.0001, < 0.0001, = 0.0005 and = 0.0084, respectively) and sh-smock (*P <* 0.0001, < 0.0001, = 0.0038 and = 0.0044, respectively).

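On the arrays these genes were between 4.76-fold and 5.11-fold lower in the sh-Talin-1 group. PTGS2, the inducible cyclooxygenase, was the lowest of them relative to NC, with signals of 260.0 in NC and 60.2 in sh-Talin-1 cells, and its other probe gave a log2 fold change of -2.47. CA9, a membrane-bound carbonic anhydrase induced by hypoxia, was 5.03-fold lower, from 1569 to 369. CLIC3 was 5.05-fold lower, from 1079 to 253, and AQP1, a water channel, had signals of 326 and 81.1. The dimmer AQP1 probe gave -1.37 on the log2 scale. The probe of PTGS2 lies on chromosome 1 of hg19 from 186641469 to 186641528, that of CLIC3 on chromosome 9 from 139889194 to 139889253 and that of AQP1 on chromosome 7 from 30965057 to 30965115, while that of CA9 spans an intron on chromosome 9 between 35677817 and 35679204. Of 9 measured aquaporins, 2 were called lower and 0 higher, with a median log2 fold change of -0.70, and 82 of 10000 matched random lists were as low. AQP8 was 2.20-fold lower, and did not reach 2-fold with quantile normalization or without scaling, at -0.76 and -0.89 on the log2 scale. Quantile normalization called 1 aquaporin lower and 1 higher. AQP1 was chosen by the study on these arrays.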

### Talin-1 promotes cell growth and upregulates cell cycle related genes in HCC

Unchecked growth and apoptosis avoidance are hallmarks of cancer cells [14]. We found that a large number of cell growth genes changed after Talin-1 knockdown using data from the GO project. To clarify the changes of cell growth-related genes after Talin-1 silencing, a heat map was generated with the microarray data using the MEV 4.9 software. According to Figure 4A, the expression levels of 24 cell growth-related genes were overtly changed after Talin-1 silencing, and the number of raised genes (17 genes) was more than double that of reduced ones (7 genes). 

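Of the 24 genes in Fig. 4A, 11 were called lower and 2 were called higher in the sh-Talin-1 group. CTGF, a matricellular growth regulator, was 3.22-fold lower with signals of 1533 in NC and 563 in sh-Talin-1 cells, the growth factor PDGFB 4.13-fold lower, and the keratin gene KRT17 at least 3.08-fold. The cytokine IL9 was at least 2.35-fold lower, on dim signals, and was not called with quantile normalization or without scaling. CGREF1, a secreted cell growth regulator, was 3.88-fold higher, and SLIT2, a guidance factor, at least 3.94-fold. Among 23 genes well above background on at least 1 array, 21 lay in the direction drawn, OMG and RIMS1 among them without a bound. CD38 and ULK2 did not, with log2 fold changes of 0.82 and 0.36, and CD38 passed 2-fold with quantile normalization, at 1.30. TRIM40, OMG and RIMS1 were well above background in the sh-Talin-1 group only. TRIM40 was at least 1.95-fold higher, OMG and RIMS1 were too dim for a lower bound, and AVPR1A was not well above background on either array. SLC44A4 gave a log2 fold change of 0.61, and 1.01 with quantile normalization.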

Overall, the data of the heat map indicates that Talin-1 may promote cell growth.

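Of 31 measured genes of G1/S and DNA replication, 0 were called higher or lower in the sh-Talin-1 group, with a median log2 fold change of -0.11, against 0.05 in matched random lists. As low a median was found in 297 of 10000 random lists. The 31 genes of G2/M and mitosis had a median of 0.24, and 37 of 10000 random lists were as high. TOP2A, the DNA topoisomerase of dividing cells, was called higher, 2.37-fold, and 0 members of this list were lower. From the counts of genes in the heat map, the paper proposes that Talin-1 may promote cell growth. It also counted fewer sh-Talin-1 cells than NC or sh-mock cells, and measured EDN1, IGFBP5, CYR61 and IGFBP3 by qRT-PCR.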

**Figure 4:**
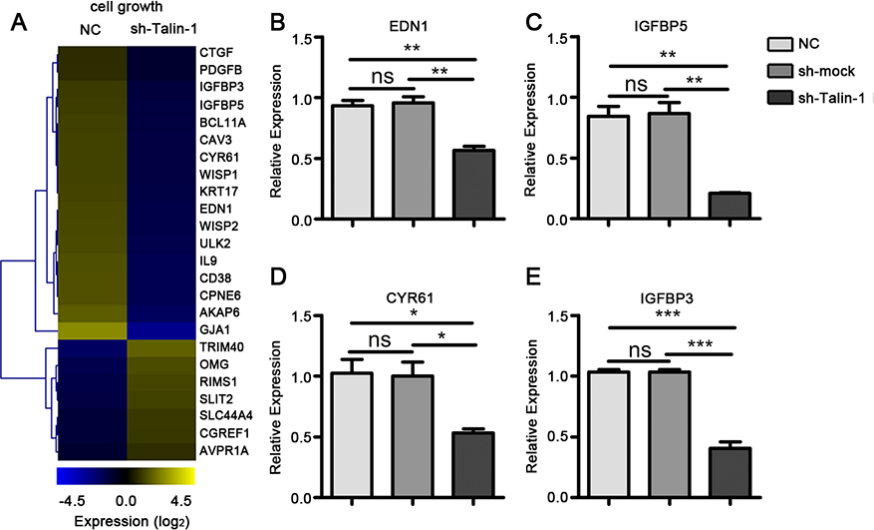
Talin-1 promotes cell growth in HCC (**A**) The heat map of cell growth-related genes changed by two fold or more after Talin-1 silencing in HCC. The signal value of the genes is higher in the yellow box than in blue ones; (**B–E**), Expression of selected cell growth-related genes measured by qRT-PCR. (B) EDN1, (C) IGFBP5, (D) CYR61 and (E) IGFBP3 were downregulated in the sh-Talin-1 group compared with the NC and sh-mock groups. *P < 0.05 **P < 0.01, and ***P < 0.001. The data are presented as the mean ± SEM.

Endothelin-1 (EDN1) and insulin-like growth factor binding protein 5 (IGFBP5) are well-known cell cycle regulators in the p53 network, and they are reported to be highly expressed in HCC [15, 16]. Combining the data of our microarray and PCR, we found that the expression of both EDN1 (Figure 4A, 4B) and IGFBP5 (Figure 4A, 4C) was diminished after Talin-1 silencing. 

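EDN1 was 5.82-fold lower in the sh-Talin-1 group, with signals of 8746 in NC and 1780 in sh-Talin-1 cells. The log2 fold change was -2.54 with a software error of 0.20, and its probe lies on chromosome 6 of hg19 from 12296672 to 12296731. IGFBP5, a secreted protein that binds insulin-like growth factors, was 4.92-fold lower, from 2690 to 648. Its 3 probes gave log2 fold changes from -2.47 to -2.14, and the brightest lies on chromosome 2 from 217537167 to 217537226.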

Meanwhile, cysteine-rich angiogenic inducer 61 (CYR61), a growth factor-inducible gene, is reported to promote cell proliferation by decreasing p21, p53, and Bax expression levels and increasing Bcl-xL, Mcl-1, Bcl-2 and NF-κB [17, 18]. 

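CYR61 encodes a secreted protein of the CCN family, whose members bind integrins in the extracellular matrix. It was 5.89-fold lower in the sh-Talin-1 group, with signals of 2672 in NC and 537 in sh-Talin-1 cells. Its 3 probes gave log2 fold changes from -2.69 to -2.56, and the brightest lies on chromosome 1 of hg19 from 86048953 to 86049012. All 5 measured members of the CCN family were called lower and 0 were higher, and 0 of 10000 matched random lists had a median as low as theirs, -2.56. The study chose CYR61, CTGF, WISP1 and WISP2 on these arrays, so this list is not independent evidence.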

We also found that the expression of CYR61 was downregulated after Talin-1 knockdown (Figure 4A, 4D). These findings suggest that Talin-1 promotes cell growth by regulating the p53 network and BCL-2 family. Additionally, the expression of insulin-like growth factor binding protein 3 (IGFBP3), a member of insulin-like growth factor family, was downregulated in the sh-Talin-1 group compared with the NC and sh-mock groups (Figure 4A, 4E).

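Of 6 measured anti-apoptotic members of the BCL-2 family, 2 were called lower and 0 higher in the sh-Talin-1 group. BCL2 was 2.35-fold lower by its brighter probe, with signals of 6205 in NC and 3129 in sh-Talin-1 cells. It did not reach 2-fold without scaling, with a log2 fold change of -0.99. The other BCL2 probe, with signals of 2.59 and 2.25, was well above background on neither array. BCL2L10 was at least 2.34-fold lower on dim signals, and was not called with quantile normalization or without scaling. As low a median was found in 345 of 10000 matched random lists. Of 11 pro-apoptotic members, 0 were higher or lower, with a median of 0.19, and 1297 of 10000 random lists were as high. Among 26 targets of p53, 2 were higher and 0 lower, with SESN2, a stress-induced regulator of mTORC1, 3.12-fold higher and CCNG1 2.21-fold. Their median was 0.20, against 0.01 in matched random lists, and 274 of 10000 were as high. The log2 fold change was above 0 in 16 of the p53 targets and below 0 in 10. CDKN1A, which encodes p21, was among the 10, at -0.92 by its brighter probe and -1.52 by its other probe.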

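IGFBP3 had the brightest signal of the genes measured by qRT-PCR, 22050 in NC and 5225 in sh-Talin-1 cells, and was 5.00-fold lower. Its probes gave log2 fold changes of -2.32 and -2.23, and the brighter lies on chromosome 7 of hg19 from 45952608 to 45952667. Among 14 measured genes of the IGF axis, IGFBP3 and IGFBP5 were called lower and IRS2, an adaptor of the insulin receptor, was called higher at 2.00-fold, although another of its 3 probes gave a log2 fold change of -0.43. The median over the 14 genes was -0.27, and 228 of 10000 matched random lists were as low. With quantile normalization the median was -0.14 and the list no longer lay outside the central 95% of random lists. IGFBP3 and IGFBP5 were chosen by the study on these arrays.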

### Talin-1 promotes cell adhesion in HCC

Adhesion is essential to the metastatic spread of tumor cells. Using GO profiling, we found that Talin-1 regulated many cell adhesion-related genes. To assess changes of cell adhesion-related genes after Talin-1 silencing, we generated a heat map using the microarray data (Figure 5A). According to the heat map, the expression levels of 28 cell adhesion-related genes were altered by ≥ 2 fold, and the number of downregulated genes (19 genes) was more than double that of upregulated ones (9 genes), which indicates that Talin-1 may promote cell adhesion.

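Of the 27 genes named in the heat map, 26 had a value, and 15 of these were called lower and 8 higher in the sh-Talin-1 group. MYBPH, a myosin-binding protein, was 6.28-fold lower, the activin-binding protein FSTL3 5.74-fold, the hyaluronan receptor LYVE1 4.81-fold and the collagen gene COL16A1 3.77-fold. S100A10, at a signal of 228141 in NC, was 2.87-fold lower. CEACAM5, the carcinoembryonic antigen, was 5.36-fold higher, with signals of 146 and 923. ADAM22 was 2.99-fold higher, VCAM1, an adhesion receptor for leukocytes, 2.94-fold, and RGCC, named C13orf15 on the array, 2.88-fold. The brightest probe of RLTPR lay opposite to the heat map, at a log2 fold change of -0.50, as did that of CTCF at 0.46, a name read from the picture that is uncertain. Across adhesion families the differences were uneven. Of 41 measured focal adhesion genes and talin partners, 4 were called lower and 0 higher, namely TLN1, LIMS2 at 3.28-fold, TNS1 at 2.37-fold and PXN, which encodes paxillin, at 2.02-fold. Another PXN probe gave a log2 fold change of -0.33. Their median log2 fold change was -0.19, against 0.03 in matched random lists, and 52 of 10000 were as low. Among 22 integrin subunits, ITGB3 was 2.71-fold lower, ITGA9 2.22-fold and 0 were higher, while the median was -0.03 and 4451 of 10000 random lists were as low. Immunoglobulin and CEA family adhesion molecules had a median of -0.43 over 30 genes, with 3 higher and 3 lower, and 8 of 10000 random lists were as low. CEACAM5, VCAM1 and SLAMF7 of this list, and COL16A1 among the collagens, were chosen by the study on these arrays. Collagens had a median of -0.53 over 26 genes, with 1 higher and 4 lower, among them COL6A3 at 3.00-fold and COL4A1 at 2.25-fold, and 47 of 10000 random lists were as low. With quantile normalization TNS1, ITGA9 and COL4A1 did not reach 2-fold, at -0.88, -0.97 and -0.81 on the log2 scale. Nor without scaling did PXN, at -0.77, ITGA9, at -0.90, COL4A1, at -0.93, or TNS1. The collagens lay within the central 95% of random lists with normexp and without a filter on dim probes. For 12 laminins the median was -0.33, with 0 higher and 2 lower, and 265 of 10000 random lists were as low. Of 13 cadherins 1 was higher and 2 were lower, of 38 protocadherins 1 and 5, and of 14 claudins 1 and 4, with 2962, 8275 and 1963 of 10000 random lists as low. Quantile normalization called 1 cadherin higher and 0 lower, 7 protocadherins higher and 1 lower, and 1 claudin higher and 1 lower. From the counts in the heat map, the paper proposes that Talin-1 may promote adhesion. It also drew on qRT-PCR of MUC1, WISP1, SLAMF7, VTN and FGB.

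**Figure D2:**
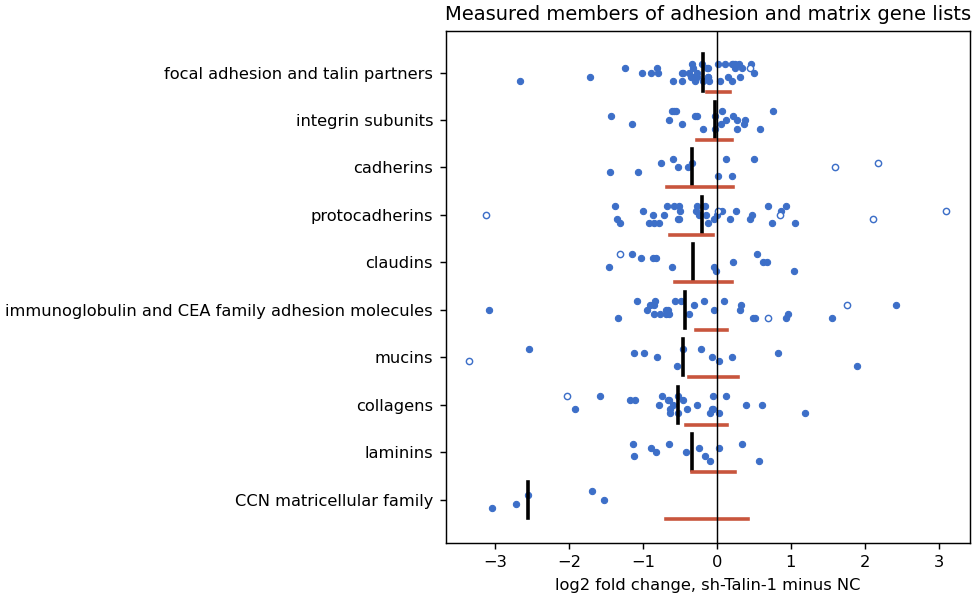
Log2 fold change, sh-Talin-1 minus NC, of each measured gene (blue points, open where only 1 array was well above background) in 10 adhesion and matrix gene lists, with 1 array per group. Black bars mark the median of each list and red bars the central 95% of the medians of 10000 random lists matched on signal, with all 5 CCN genes left of their red bar and the median of the 22 integrin subunits within theirs.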

**Figure 5:**
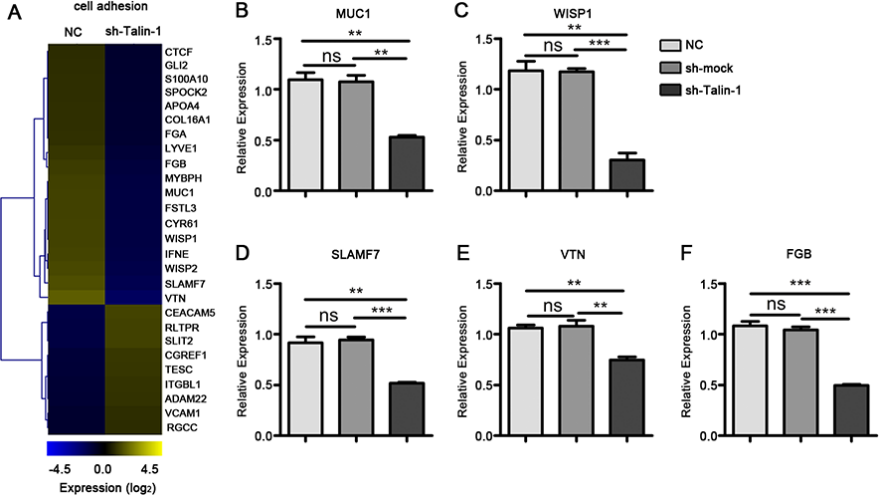
Talin-1 regulates cell adhesion in HCC (**A**) The heat map of genes changed by two fold or more in cell adhesion after Talin-1 silencing in HCC. The signal value of the genes is higher in yellow box than in blue ones; (**B–F**) Expression of selected genes in cell adhesion measured by qRT-PCR. (B) MUC1, (C) WISP1, (D) SLAMF7, (E) VTN and (F) FGB were down-regulated in the sh-Talin-1 group compared with the NC and sh-mock groups. *P < 0.05 **P < 0.01, and ***P < 0.001. The data are presented as the mean SEM.

Epithelial-to-mesenchymal transition (EMT) refers to the shift by epithelial cells to a mesenchymal phenotype in morphology and acquisition of metastasis markers [19]. Mucin 1 (MUC1) and WNT1 inducible signaling pathway protein 1 (WISP1) have been reported to inhibit E-cadherin-mediated cell-cell adhesion, induce the expression of transcription factors (Snail, N-cadherin, ZEB1 and Smad2), and in turn activate EMT in cancer cells [20, 21]. 

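MUC1, a transmembrane mucin of epithelial cells, was 5.81-fold lower in the sh-Talin-1 group, with signals of 1043 in NC and 213 in sh-Talin-1 cells. The log2 fold change was -2.54 with a software error of 0.20, from a probe that spans an intron on chromosome 1 of hg19 between 155158652 and 155159726. WISP1, a CCN protein induced by Wnt signalling, was 6.57-fold lower, from 4443 to 800.4. Its 3 probes gave log2 fold changes from -3.37 to -2.51, and the brightest lies on chromosome 8 from 134241502 to 134241561. Of 13 measured mucins, 3 were called lower and 1 higher, with MUC17 at least 5.60-fold lower, MUC6 2.17-fold lower and MUC5AC 3.73-fold higher. A dimmer probe of MUC5AC gave a log2 fold change of -0.57, and MUC6 did not reach 2-fold without scaling, at -0.88. The median of the mucins was -0.45, and 113 of 10000 matched random lists were as low, but the list no longer stood apart among genes well above background on both arrays. MUC1 and MUC17 were among the genes that the study chose on these arrays.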

Combining the data of our microarray and verified PCR, we found that both MUC1 (Figure 5A, 5B) and WISP1 (Figure 5A, 5C) decreased after Talin-1 knockdown. Overall, these data suggest that Talin-1 may promote cell adhesion via regulating the EMT process. Interestingly, WISP1 was also shown to promote tumor cell metastasis by activating PI3K/Akt/mTOR signaling [20, 21], which indicates that Talin-1 may promote cell adhesion via the classic mTOR pathway. Additionally, other PCR verified cell adhesion-related genes including SLAM family member 7 (SLAMF7) (Figure 5A, 5D), vitronectin (VTN) (Figure 5A, 5E), and fibrinogen beta chain (FGB) (Figure 5A, 5F) were also downregulated in the sh-Talin-1 group compared with the NC (*P* = 0.0022, 0.0018 and 0.0002, respectively) and sh-mock (*P* = 0.0002, 0.0070 and < 0.0001, respectively).

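SLAMF7, a receptor of the SLAM family known from leukocytes, was 8.51-fold lower in the sh-Talin-1 group on the arrays, with signals of 640.1 in NC and 89.1 in sh-Talin-1 cells. The log2 fold change was -3.09 with a software error of 0.21, from a probe on chromosome 1 of hg19 from 160724402 to 160724461. FGB was 5.17-fold lower, from 752 to 172, and its probe lies on chromosome 4 from 155492029 to 155492088. FGA, the gene of another fibrinogen chain, was 2.82-fold lower. VTN has 1 spot on the array, which the software marked as non-uniform in NC, so it had no value in the main setting. With marked spots kept, VTN was 12.7-fold lower, from 739.8 to 68.7, on chromosome 17 from 26694747 to 26694806.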

Taken together, these findings indicate that Talin-1 enhances cell adhesion. Furthermore, Talin-1 enhanced a wide range of biological behaviors, including ion transport, membrane depolarization, cell growth, and cell adhesion, which can drastically promote HCC genesis and progression.

### Interaction network of Talin-1

The genes regulated by Talin-1 may play important roles in HCC phenotypes, including growth, metastasis, and apoptosis. However, identifying their downstream targets or upstream regulators remains challenging.

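Of SLAMF7, MUC1, CAV3, VTN, IGFBP3, IGFBP5, WISP1, PTGS2, CA9, EDN1 and CYR61, 10 had a value in the main setting, and all 10 were called lower in the sh-Talin-1 group, between 4.92-fold and 8.51-fold, with a median of 5.45-fold. VTN was the exception, since its only spot in NC was marked by the software. The 10 genes were also at least 2-fold lower with quantile normalization and without scaling. They were chosen by the study on these arrays, and each value rests on 1 array per group. Of the 15 genes measured by qRT-PCR, 14 had a value, and 13 were called lower and 1 higher. By qRT-PCR the paper reports the same directions for these 14 genes, against both NC and sh-mock cells. It prints the same primer pair for CAV3 and EDN1, however.

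**Figure D3:**
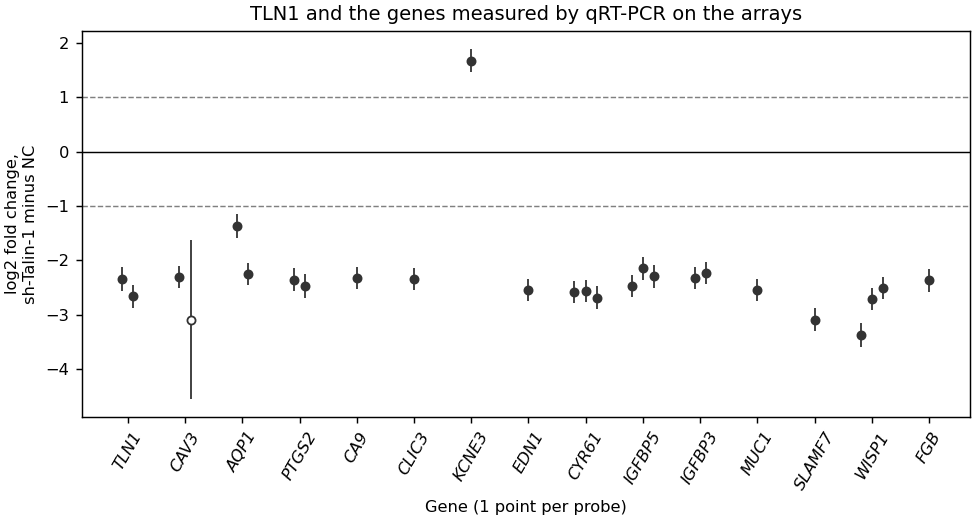
Log2 fold change, sh-Talin-1 minus NC, of every probe of TLN1 and of 14 genes measured by qRT-PCR. Error bars are the errors of the extraction software, dashed lines mark 2-fold and the open point is a CAV3 probe well above background in NC only. All probes except that of KCNE3 lie below the lower dashed line, at -1.37 or less.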

Based on the above microarray data validated by qRT-PCR, 11 prominent genes (SLAMF7, MUC1, CAV3, VTN, IGFBP3, IGFBP5, WISP1, PTGS2, CA9, EDN1, and CYR61) were selected from the four cell biological behaviors identified here, as potential candidate targets of Talin-1 in HCC. Next, we searched for and predicted putative target genes of all the 11 genes by combining information from two bioinformatics databases (STRING and GeneMANIA) and published studies. Finally, the bioinformatics software Cytoscape v3.4.0 was used to reconstruct the potential interaction network of Talin-1 in promoting HCC, including molecular and pathway networks (Figure 6). In the resulting molecular network (Figure 6A) Talin-1 is presented in red and the genes in yellow form the remaining 11 network genes, and their downstream targets. Additionally, cell growth and apoptosis are mainly regulated by the BCL-2 family and p53 network [22]. The BCL-2 family includes apoptotic (Bax, Bak, Bid and Bim) and anti-apoptotic (Bcl-2, Bcl-xl and Bcl-w) members [23]. Meanwhile, p53 and p21 are well-known apoptosis factors in the p53 network [24]. In the network proposed here (Figure 6A), we found that Talin-1 could inhibit the expression of TP53, p21, and Bax, and increase the expression of Bcl-xl and Bcl-2. Further, as shown in Figure 6A, Talin-1 enhances the expression of EMT inducer genes like Snail, N-cadherin, and vimentin, while suppressing the expression of E-cadherin. Overall, the data suggest that Talin-1 promotes growth and metastasis via regulating its potential targets (BCL-2 family, p53 network, EMT process). Finally, the resulting pathway network (Figure 6B) showed that Talin-1 could activate the PI3K/Akt/ mTOR pathway, NF-κB pathway, IGFR/IGF axis, and Wnt pathway. These findings suggest that Talin-1 regulates a complex network in HCC to promote cell growth and metastasis.

**Figure 6:**
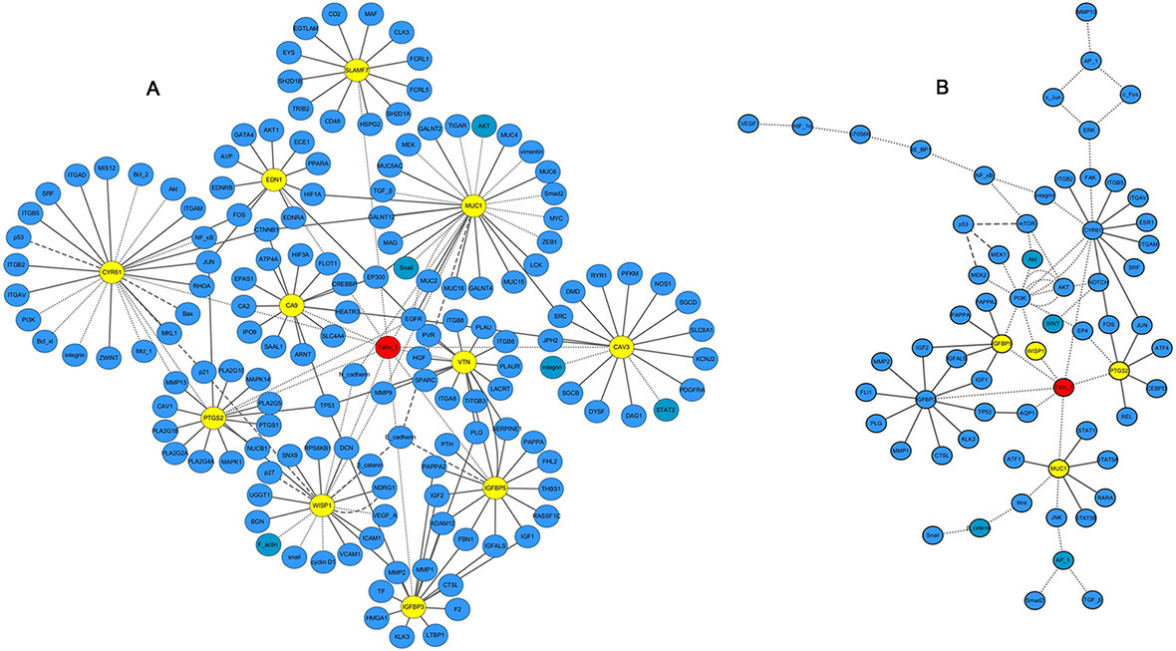
Interaction network of Talin-1 in HCC (**A**) putative physical and regulatory interactions between Talin-1 and candidate transcriptional regulators, and between the later and their target genes in HCC; (**B**) pathways regulated by Talin-1 and candidate transcriptional regulators in HCC. Talin-1 is in red; the 11 selected genes are in yellow; the other searched genes are in blue.

## DISCUSSION

In this study, we found that Talin-1 could markedly promote HCC proliferation and metastasis. Additionally, by using whole-genome microarray analysis and GO profiling, we found that Talin-1-regulated biological behaviors which could induce HCC progression, including ion transport, membrane repolarization, cell growth, and cell adhesion. Finally, in combination with microarray data, we searched published reports and online bioinformatics databases and generated an interaction network (genes and pathways) for Talin-1 in HCC. In the network, Talin-1 was found to promote HCC growth via suppressing the expression of apoptosis factors in the p53 network and increasing the expression of anti-apoptotic members of the BCL2 family. It also promotes HCC metastasis by increasing the expression of EMT mesenchymal markers and inhibiting the expression of epithelial molecules. This report comprehensively analyzed the mechanisms by which Talin-1 promotes HCC progression; our findings not only constitute a valuable resource for further investigation of Talin-1 in HCC progression but also provide novel therapeutic targets for HCC.

After Talin-1 silencing, the ion transport and membrane depolarization were inactivated, and the principle genes involved in these two processes, such as CAV3 and KCNE3, were downregulated. Bioelectricity, electrical activity generated by living organisms, is essential for life processes in higher animals [25]. Currently, electrical signals are widely used in the clinic for diagnosis, e.g. electrocardiography (ECG), electroencephalography (EGG) and electromyography (EMG). Plasma membrane depolarization, a typical bioelectricity conducted primarily by ion channels, can trigger cell proliferation [25]. Changes in the state of ion channels (including Na^+^, Ca^2+^, K^+^, and CL^-^ channels) could regulate ion homeostasis and further affect plasma membrane depolarization. Increased Na^+^ and Ca^2+^ influx through ion channels is essential for membrane depolarization; meanwhile, increased K+ influx and Cl- efflux attenuates membrane depolarization [25]. In addition, cell migration and invasion require a concerted action of ion channels and migration-associated transporters [25]. As a proliferation and metastasis factor, targeting bioelectricity therapeutically bears great clinical potential. Ion transport proteins are easily accessible and often overexpressed or activated in cancer, which makes them attractive candidate targets for bioelectricity therapeutically.

In this study, many genes regulating these ion channels were found to change dramatically after Talin-1 knockdown. For example, CAV3 was downregulated after Talin-1 silencing, which could significantly activate N-type Ca^2+^ channels and in turn promote Ca^2+^ influx [25]. Meanwhile, KCNE3 was upregulated after Talin-1 knockdown, which could significantly increase K^+^ efflux and Cl^-^ influx via interacting with KCNQ1. These studies suggest that Talin-1 may induce ion transformation and eventually promote membrane depolarization.

Overall, Talin-1 may promote HCC growth and metastasis via regulating cellular electrical activities and act as a potential target of bioelectricity therapeutically.

Unchecked growth and apoptosis avoidance are hallmarks of cancer cells, with the p53 network and BCL-2 family being their typical markers [25]. According to the above microarray data, after Talin-1 silencing, the expression of most cell growth-related genes which regulate the p53 network and BCL-2 family, including EDN1 and CYR61, were significantly decreased.

EDN1, a well-known cell cycle inducer in the p53 network, is overexpressed in human HCC [26]. In a zebrafish model, Lu Jw et al. demonstrated that EDN1 triggers hepatocarcinogenesis and promotes cell proliferation via AKT signaling [27]. Meanwhile, CYR61, a growth factor-inducible gene, is overexpressed in HCC and positively correlated with increased venous invasion and recurrence [28]. Also, CYR61 overexpression promotes cell proliferation by decreasing p21, p53, and Bax expression levels and increasing Bcl-xL, Mcl-1, Bcl-2 and NF-κB [25].

In conclusion, these findings demonstrate that Talin-1 promotes cell proliferation by affecting the expression of BCL-2 family and p53 network.

Talin-1 interacts with a large number of adhesion molecules (e.g. integrin and F-actin). Whether Talin-1 is involved in adhesion in other ways remains unclear. Here, we found that the expression of genes involved in cell adhesion present a downward trend after Talin-1 silencing, which suggests that Talin-1 can promote cell adhesion.

WISP1 encodes WNT1 inducible signaling pathway protein 1, which acts as an oncogene in HCC [29]. Multiple studies have reported that WISP1 can stimulate cell adhesion [30, 31]. In addition, both WISP1 and MUC1 were reported to promote cell adhesion via activating EMT process. Our findings suggest that Talin-1 could interact with multiple adhesion molecules, verifying and supplementing previous studies.

Currently, immunotherapeutic strategies have attracted increasing attention for the treatment of patients with relapsed or refractory cancer. Interestingly, the anti-SLAMF7 antibody-elotuzumab has been approved for use by Food and Drug Administration (FDA), and enhances natural killer cell activation and cancer cell killing through interleukin-2 and TNF-α pathways, significantly improving progression-free survival of multiple myeloma [32–34].

Talin-1 may promote HCC metastasis via promoting cell adhesion, and it is a potential target for immunotherapeutic strategies. Although the main biological behaviors and network of Talin-1 in cancer progression were analyzed in this study, other biological behaviors may be also important for HCC progression and deserve further attention.

Overall, Talin-1 acts as a proto-oncogene in HCC by activating ion transport, membrane depolarization, cell growth and cell adhesion, altering the expression of BCL-2 family and EMT-related genes, among others.

## MATERIALS AND METHODS

### Cell lines and culture

Established HCC (MHCC-97L) and normal liver epithelial (LO2) cell lines were obtained from Keygentec Inc. (Nanjing, China) and Basic Medical of AnHui Medical University (Hefei, China), respectively. They were cultured in DMEM (HyClone, Logan, USA) and RPMI-1640 (HyClone, Logan, USA), respectively, supplemented with 10% fetal bovine serum (FBS, Gibco, Paisley, UK).

### Quantitative polymerase chain reaction (PCR) and Western blot

Quantitative PCR (qRT-PCR) and Western blot were performed as previously described [35, 36]. Total RNA was extracted with Trizol reagent (Invitrogen). cDNA was obtained using RNA with PrimeScript RT-polymerase (Takara) and amplified using SYBR Green Mix (Takara Bio, Dalian, China). The cycling-threshold (CT) value for each gene was normalized to the level of β-actin, and the data was analyzed by the 2^-ΔCT^ method. The primers used in qRT-PCR are shown in Table 2. Anti-Talin-1 primary antibodies (ab104913, Abcam, Cambridge, MA, USA) were used for Western blot.

**Table 2:** Primers used in qRT-PCR

Gene	Accession NO.	Forward primer (5′—3′)	Reverse primer (5′—3′)
GAPDH	NM_002046.5	GGTCACCAGGGCTGCTTTTA	TTCCCGTTCTCAGCCTTGAC
CAV3	NM_001234	ACAAAGGCAACAGACCGTGA	GGTCTCCGACCTGGTTTGTC
AQP1	NM_198098	GCTTCAAATACCCGGTGGGG	TGTACATGAGGGCACGGAAG
PTGS2	NM_000963	ATAAGCGAGGGCCAGCTTTC	ACATCATCAGACCAGGCACC
CA9	NM_001216	CTGGTGACTCTCGGCTACAG	CTCATCTGCACAAGGAACGC
CLIC3	NM_004669	AGCTGTTTGTCAAGGCGAGT	TCTTGGCGTCGCTGTCATAG
KCNE3	NM_005472	CCAATGGAACGGAGACCTGG	GGTCACTACGCTTGTCCACT
EDN1	NM_001955	ACAAAGGCAACAGACCGTGA	GGTCTCCGACCTGGTTTGTC
CYR61	NM_001554	AATACCGGCCCAAGTACTGC	AGAAGGGAAACGCTGCTTCA
IGFBP5	NM_000599	GTCCAAGTTTGTCGGGGGAG	GGGAAGGTTTGCACTGCTTT
IGFBP3	NM_001013398	GCCCGCGCCAGGAAAT	TCGGAGGAGAAGTTCTGGGT
MUC1	NM_002456	AGTGCTTACAGTTGTTACGGGT	AGTAGTCGGTGCTGGGATCT
SLAMF7	NM_021181	GCCCCCATTCTGGAGAGAAC	ATAGCCTTGGTGTGTCTGGC
WISP1	NM_003882	GTAAGATGTGCGCTCAGCAG	CACGTGCAGTTGTACTTGCAG
FGB	NM_005141	AGCAGCTGCCACTCAAAAGA	GAGGAGGTCTGGGAAACAGC
VTN	NM_000638	CTCAAGGCCTGAGACCCTTC	CCTCACTGCCTTTTCGTCCA

### Establishment of a stable Talin-1 knockdown MHCC-97 L cell line

Lentiviral vectors were used for MHCC-97 L cell transduction, with puromycin employed for the selection of stable Talin-1 knockdown MHCC-97 L cells. The shRNA targeting the Talin-1 gene was 5′-GCTCGAGATGGCA AGCTTAAA-3′, and the nonspecific sequence (scramble shRNA) was 5′-TTCTCCGAACGTGTCACGTTTC-3′. Both transduction and selection were performed as previously described [25]. 0.5 × 10^5^ MHCC-97 L cells were cultured in 24-well plates using complete culture medium for 24 h. Afterward, these cells were transduced with lentivirus-mediated shRNAs for 72 h, under puromycin selection. Finally, these cells were cultured in complete culture medium with puromycin and stably transduced cells were obtained. Lentivirus titer was 1 × 10^8^ TU/ml, and a dilution of 1:9 was used. Puromycin was used at 3.0 μg/ml and adjusted to 1.5 μg/ml after one week. qRT-PCR and western blot were carried out to verify transduction efficiency.

### Proliferation and migration assays

Cell proliferation was assessed by cell counting. Briefly, 1.5 × 10^5^ cells were seeded into each well of a 12-well plate. After 1d, 2d, and 3d of incubation, respectively, the cells in each well were counted.

Transwell migration assay was performed as previously described [25]. A transwell chamber containing an 8-μm pore polycarbonate membrane filter (BD, USA) was used for the migration assay, with 1.5 × 10^5^ cells seeded in each well. Trans-membrane cells were dyed after 8 h.

### Gene expression analysis

Total RNA was extracted from MHCC-97L and sh-Talin-1 MHCC-97L cells and submitted to microarray analysis using Whole Human Genome Oligo Microarray (Agilent, G4112F). Image analysis was carried out with Agilent's Feature-Extraction V9.1.3 software. Fluorescence intensities were log_2_-transformed, and the SAS statistical software (http://sas.ebioservice.com/) was used for subsequent analyses. Differentially expressed genes were defined at a fold change cutoff of 2 and classified using the GO annotation (http://www.geneontology.org). GO project is used to help interpret the results of microarrays, using the Fisher's exact test to annotate and classify differentially expressed genes according to their function (cellular component, molecular function, and biological process) [37, 38]. Fisher's exact test is a method used to compute *P-value* based on hypergeometric distribution.

Hierarchical clustering (Complete Linkage Clustering) and heat maps were generated with the Multiple Experiment Viewer 4.9 (MEV 4.9) software. A scatter plot was generated using GraphPad Prism 5.

### Establishment of interaction network

The downstream target genes for all selected genes in microarray data were identified by searching published reports and two online bioinformatics databases, including STRING (http://string-db.org) and GeneMANIA (http://genemania.org/). Interaction network for the genes were created using the open source Bioinformatics software Cytoscape v3.4.0 (http://www.cytoscape.org/).

### Statistical analyses

Data are presented as mean ± standard error of arithmetic mean (SEM). Two-tailed unpaired Student's *t-test* was used for group comparison. *P <* 0.05 was considered statistically significant.

How the deposited data were processed for this re-analysis (not part of the article)

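Gene expression was measured in MHCC-97L cells without transduction (NC group) and in MHCC-97L cells with Talin-1 shRNA (sh-Talin-1 group), with 1 Agilent whole human genome array per group. The authors labelled the RNA with Cy3 and extracted the spot intensities with Agilent's Feature Extraction software, which subtracted the background and detrended the signal within each array, per the file headers, and scaled nothing between arrays. A value table deposited by the authors holds log2 values, which they transformed and normalized between the arrays by a method that the paper's text does not name. Its 41090 rows carry no probe names, and by row number its values had a correlation of 0.02 with the scanner values. The sorted values had a correlation of 0.9998 with the sorted quantile-normalized scanner values. Sorting forces a high correlation and no other scaling was compared in this way, so this does not identify the method. The table was used only for counts of probes.

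Each array holds 45015 spots, of which 43376 are not control spots and belong to 41000 probes. Spots marked as outliers by the software were left out, 129 in NC and 106 in sh-Talin-1, which left 40997 probes, and 0 spots were saturated. The processed signal was taken as log2, spots of the same probe were averaged, and the 75th percentile of the array was subtracted. That percentile was a signal of 985.6 in NC and 1167 in sh-Talin-1. A probe counted as measured if at least a share of 0.5 of its spots was well above background, which held for 31053 probes in NC and 30875 in sh-Talin-1. The median signal was 11.4 times the lowest signal well above background in NC and 14.0 times in sh-Talin-1. Each gene took the value of its brightest probe. Of 18600 gene symbols on the arrays, 18401 matched a RefSeq gene name of the reference table, 14718 genes were well above background on both arrays, 476 in NC only and 380 in sh-Talin-1 only. The remaining 3026 were above background on neither array. Probe coordinates are those of the files, on hg19.

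A gene was called higher or lower at 2-fold, the threshold of the paper. If it was well above background on 1 array only, it was called from a lower bound, computed from the lowest signal well above background on the other array or the gene's own signal there, whichever was higher. The design allows no test and no p-value, and the number of arrays limits the precision. The 8 bright spike-in probes, out of 10 with 32 spots each, had log2 differences from -0.44 to -0.29 after scaling, with an SD of 0.06. Among probes with 10 spots, 216 were used in NC and 220 in sh-Talin-1 for the spread between spots. These spreads are technical only. The error given for a gene is that of the error model of the software.

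The median log2 fold change of 51 gene lists was set against 10000 random lists of the same size, drawn from 20 bins of mean signal. A list stood apart if its median lay below the 2.5 or above the 97.5 percentile of the random medians. The lists cover adhesion (focal adhesion and talin partners, integrin subunits, cadherins, protocadherins, claudins, collagens, laminins, immunoglobulin and CEA family adhesion molecules, mucins, keratins, matrix metalloproteinases), transport (channels, pumps, solute carriers, aquaporins, connexins, caveolins), growth and death (cell cycle, p53 targets, BCL2 family, IGF axis), signalling and stress targets, metabolism, histones, ribosomal, heat shock and housekeeping genes, EMT, and markers of hepatocytes and of other cell types. Genes of Table 1 were matched by accession, except SLC2A14 and VTN by symbol. Genes of the heat maps, read from the pictures, were matched by symbol. Both sets were only tallied, since the study chose them on these arrays. Some of the lists hold genes of these sets, and such a list is not independent evidence. Of the 29 names of Fig. 3A, PLA2G1A matched no probe.

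The genes named in the text are TLN1, the genes of Table 1, the heat maps, the qRT-PCR panels and the network of Fig. 6A. Added to these are the 10 largest increases and decreases among genes well above background on both arrays and the 5 largest lower bounds in each direction. From each list up to 4 called members with the largest difference were named. VTN has no value in the main setting because its single spot was marked on the NC array.

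The alternatives were quantile normalization, median centring, no scaling, a normexp background correction with an offset of 50, probes well above background on both arrays, no filter on dim probes, outlier spots kept, the mean of a gene's probes, a threshold of 2 times the software error, a 3-fold threshold, random lists without matching and the value table of the authors. Scaling to the spike-in probes was added after the data were seen. The procedure was tested on simulated data with 50 genes at each of 4 known changes: all 50 genes at a log2 change of 2 and at 1.5 were called, 47 at -2 and 47 at -1.5, and 0 of 15088 unchanged genes. Of 200 unchanged lists of 25 genes, 7 lay outside the central 95% of random lists. The simulated array was the NC array with small random noise added to each spot, without a difference between slides or one that depends on signal. The 0 calls among unchanged genes follow from that noise and do not give the error rate of the real arrays. The unchanged lists were drawn at random, so their genes did not vary together. Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 was used, and R 4.3.3 with limma 3.58.1 for normexp.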

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

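All tests of explanations in this part were chosen after the results were seen. Each group below consists of genes that the paper does not discuss as a group, and its median lay outside the central 95% of random lists matched on signal. Of 51 lists, 23 stood apart, 19 low and 4 high. Of the 23, 21 also stood apart with quantile normalization. Lists of genes drawn at random and independently would give 2.55. Genes of a real list can vary together, and some genes are in several lists. The number of lists that would stand apart between arrays without Talin-1 knockdown is therefore not known, and 2.55 does not give it.

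Dim genes were lower in the sh-Talin-1 group relative to bright genes. Of the 1065 genes called lower, 671 lay in the dimmest of 5 equal groups of measured genes, whose median log2 fold change was -0.55, against 0.05 in the brightest. Among genes well above background on both arrays the difference between these groups was -0.50, which a single factor between the arrays cannot give, since it moves all groups alike. With quantile normalization it was -0.093. That step removes a difference between the arrays that depends on signal whether it comes from the slides or from the cells, so these cannot be told apart, and either may contribute.

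Genes of the integrated stress response, targets of ATF4, had a median log2 fold change of 0.71, with 9 called higher and 1 lower of 28, and 0 of 10000 random lists were as high. CTH was 5.09-fold higher, PSAT1 3.01-fold and ASNS 2.84-fold. A single factor moves the list and its random lists alike, and a difference between the arrays that depends on signal is argued against, since the list stayed at least 0.57 above matched random lists, outside their central 95%, with quantile normalization and with normexp. ER chaperones, which stress of the endoplasmic reticulum would raise, stood at -0.16 relative to random lists, with 0 of 17 called and 432 of 10000 as low, which leaves this open. Cell density, medium or slide, or transduction with puromycin cannot be told apart from Talin-1 knockdown, as 0 arrays of sh-mock cells were available here, so any of them may contribute.

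Immediate early and SRF target genes had a median log2 fold change of -0.61, with 14 of 37 called lower and 0 higher, and 0 of 10000 random lists were as low. FOSB, NR4A1 and NR4A2 lead this list, and ACTG2, a smooth muscle actin, was at least 6.87-fold lower. The study chose FOSB, NR4A1, NR4A2 and EGR3 on these arrays, so this list is not independent evidence. A difference between the arrays that depends on signal is argued against, since the list stood at -0.59 or lower relative to matched random lists, outside their central 95%, with quantile normalization and with normexp. Noise of dim probes is argued against, because 9 of the 14 genes had a mean signal above the median of the measured genes. Cell density, medium or slide, or transduction with puromycin cannot be told apart from Talin-1 knockdown, with 0 arrays of sh-mock cells.

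The following groups are given as values. YAP/TAZ target genes had a median log2 fold change of -0.27, with 6 of 24 called lower and 0 higher, among them CTGF, CYR61, EDN1 and IGFBP3, which the study also chose on these arrays, and stood apart except against random lists without matching. HIF target genes had a median of -0.40, with 1 higher and 7 lower of 28, including LOX, HK2 at 3.59-fold and SLC2A3 at least 3.01-fold. CA9, which is in this list, was chosen by the study on these arrays. Collagens had a median of -0.53, and stood apart neither with normexp nor without a filter on dim probes. For 34 keratins it was -0.54, with 1 higher and 8 lower, among them KRT16 at least 4.77-fold lower and KRT34 at least 4.56-fold. They did not stand apart without a filter on dim probes. KRT34 and KRT17, which are in this list, were chosen by the study on these arrays. Matrix metalloproteinases had a median of -0.63, with 4 of 16 called lower and 0 higher, including MMP10 at 2.81-fold and MMP20 at least 2.77-fold, and 2 were called lower with quantile normalization. Respiratory chain genes had a median of 0.18 over 76 genes, with 0 higher and 1 lower, NDUFA4L2 at 6.34-fold. Replication-dependent histone genes had a median of -0.22 over 63 genes, with 0 higher and 2 lower. Endothelial markers had a median of -0.96 over 11 genes, with 5 lower and 0 higher, among them EMCN at least 2.31-fold. With quantile normalization 2 were lower, without EMCN. The endothelial markers stood apart neither with normexp nor without a filter on dim probes. LYVE1, which is among them, was chosen by the study on these arrays. Biliary and progenitor markers had a median of -0.42 over 11 genes, with CD24 2.68-fold higher and KRT7 3.57-fold lower, 2 higher and 3 lower in all, and include AQP1 and MUC1, which the study chose on these arrays. They did not stand apart without a filter on dim probes or against random lists without matching.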

How the results depend on the processing

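Of the alternatives in this part, only spike-in scaling was chosen after the results were seen. With 1 array per group, leaving out a replicate was not possible. No paired analysis was possible because each group has 1 array. The direction of TLN1 and of the 10 selected genes with a value did not depend on quantile normalization or on leaving out the scaling. Over 212 named genes, 1855 values were computed under the alternatives of scaling, background, filter, outlier spots and probes, but not under the other thresholds: 1588 kept their direction and their side of 2-fold, 208 no longer reached it, 32 newly reached it, 27 uncalled values changed sign and 0 called values reversed. The cause of a difference was not tested except where stated. Immediate early and SRF targets, the CCN family, G2/M genes, calcium channels, aquaporins, caveolins, immunoglobulin family adhesion molecules, matrix metalloproteinases, HIF, NF-kB and ATF4 targets, respiratory chain genes and histones stood apart from random lists the same way under quantile normalization, normexp, both arrays, no filter, outlier spots kept, the mean of a gene's probes and random lists without matching. The other scalings move a list and its random lists alike, so they do not test this. Signal limits dim genes: a gene well above background on 1 array only gives a bound.

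Relative to the main setting the median of the measured genes shifted by 0.06 with quantile normalization, 0.19 with median centring, 0.24 without scaling, 0.31 with spike-in scaling and -0.03 with normexp. Calls higher and lower, against 301 and 1065, were 552 and 563 with quantile normalization, of which 299 and 559 were shared, 581 and 661 with median centring, 706 and 591 without scaling, 903 and 519 with spike-in scaling and 113 and 292 with normexp. Without a filter on dim probes there were 504 and 1698, and at 3-fold, as the stricter threshold dictates, 84 and 299. Probes 2-fold higher and lower without a filter, against 1038 and 4399, were 2057 and 2321 with quantile normalization, 1896 and 2788 without scaling, 2324 and 2475 with spike-in scaling, 153 and 729 with normexp, 399 and 2151 among probes well above background on both arrays and 1924 and 2175 in the value table of the authors. Median centring gave 1645 higher. With the mean of a gene's probes, 5 genes of Fig. 3B were called in the direction drawn, against 3.

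The following values are the median of a list minus that of its random lists. With quantile normalization, no longer apart from random lists were IGF axis (-0.19) and ion-pumping ATPases (0.12). Newly apart were G1/S and DNA replication genes (-0.16), anti-apoptotic BCL2 family (-0.47), potassium channel subunits (-0.23), laminins (-0.33), cholesterol synthesis genes (-0.19) and fibroblast markers (-0.54). Opposite in sign were cytosolic ribosomal protein genes (0.032). With normexp, no longer apart from random lists were ion-pumping ATPases (0.11), collagens (-0.15) and endothelial markers (-0.17). Newly apart were p53 target genes (0.19), cholesterol synthesis genes (-0.19) and fibroblast markers (-0.35). Opposite in sign were housekeeping genes (-0.036). Without a filter on dim probes, no longer apart from random lists were IGF axis (-0.19), mesenchymal genes of EMT (-0.23), ion-pumping ATPases (0.082), collagens (-0.091), keratins (-0.039), endothelial markers (-0.11) and biliary and progenitor markers (-0.29). Newly apart were anti-apoptotic BCL2 family (-0.41), laminins (-0.37) and Wnt/beta-catenin target genes (-0.36). Opposite in sign were integrin subunits (0.041) and chloride channels and anoctamins (-0.063). Among genes well above background on both arrays, no longer apart from random lists were mucins (-0.34). Newly apart were solute carriers (0.082), Wnt/beta-catenin target genes (-0.29) and TGF-beta target genes (-0.25). Opposite in sign were claudins (0.11). With the mean of a gene's probes, no longer apart from random lists were IGF axis (-0.26) and ion-pumping ATPases (0.11). Newly apart were G1/S and DNA replication genes (-0.16), p53 target genes (0.22), anti-apoptotic BCL2 family (-0.98), solute carriers (0.12), laminins (-0.63), cholesterol synthesis genes (-0.21) and TGF-beta target genes (-0.27). Opposite in sign were epithelial genes (0.0075) and chloride channels and anoctamins (-0.0091). Against random lists without matching, no longer apart from random lists were focal adhesion and talin partners (-0.17), YAP/TAZ target genes (-0.26), IGF axis (-0.25) and biliary and progenitor markers (-0.41). Newly apart were p53 target genes (0.22), potassium channel subunits (-0.33), voltage-gated and epithelial sodium channel subunits (-0.64), connexins (-0.39) and leukocyte markers (-0.56). Opposite in sign were protocadherins (-0.18). With outlier spots kept, newly apart were fibroblast markers (-0.52).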

Differences from the paper's values

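Without a filter on dim probes, since the paper states only a 2-fold threshold, 5437 probes were at least 2-fold apart, where the paper's value is 3099 genes. Of the alternatives set before the data were examined, quantile normalization (4378), probes well above background on both arrays (2550) and the value table of the authors (4099) came within 1.5 times of the paper's value, and median centring (4683), no scaling (4684), normexp (882) and outlier spots kept (5437) did not. The paper's value for increased genes is 1924, against 1038 here. Quantile normalization (2057), median centring (1645), no scaling (1896) and the value table (1924) came within 1.5 times, and normexp (153), both arrays (399) and outlier spots kept (1038) did not. The paper's value for decreased genes is 2175, against 4399 here. Quantile normalization (2321), median centring (3038), no scaling (2788), both arrays (2151) and the value table (2175) came within 1.5 times, and normexp (729) and outlier spots kept (4399) did not. Scaling to the spike-in probes, chosen after seeing the values, gave 2324 increased and 2475 decreased probes, within 1.5 times of the paper's values, and 4799 in all, which was not. It called 54 genes of Table 1 in the direction of the table, and the main setting 53. The paper's increased and decreased genes add up to 4099, which is the count in the value table, and not to the paper's total of 3099. Against 4099, the main setting, quantile normalization, median centring, no scaling, outlier spots kept and spike-in scaling came within 1.5 times, and normexp and both arrays did not.

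For Fig. 4A the paper states 17 raised and 7 reduced genes. Counting the brightest probe of each gene whatever its signal, 6 were at least 2-fold higher and 11 at least 2-fold lower here. Of the 6, AVPR1A was above background on neither array, TRIM40 had a lower bound under 2-fold, and OMG and RIMS1 were too dim for a bound, which leaves the 2 genes called higher. For raised genes, quantile normalization (8), median centring, no scaling and the mean of a gene's probes (7 each), normexp and both arrays (1 each), no filter and outlier spots kept (6 each) all differed from the paper's 17 by more than 1.5 times. For reduced genes, normexp and both arrays (9 each) came within 1.5 times of the paper's 7, and quantile normalization, median centring, no scaling, no filter and outlier spots kept (11 each) and the mean of a gene's probes (16) did not. The heat map itself draws 7 genes as higher and 17 as lower, and Table 1 of the paper gives the same 7 and 17 for this term.

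The paper's discussion describes KCNE3 as lower after silencing where it names it with CAV3, and as higher where it returns to it, as do its results. It was 3.19-fold higher here. For 4 genes of Table 1 the brightest probe lay opposite to the table: MUC5B, TSPAN32 and NPAS3 lower and GDNF higher. A dimmer probe of each, and of ULK2, RLTPR and CTCF (an uncertain reading of the picture) in the heat maps, lay in the direction drawn, and 63 of 70 measured genes of Table 1 had some probe called in the direction of the table, a comparison chosen after the values were seen. On the 2-fold threshold alone, 70 of the 70 genes of Table 1 and 65 of 68 measured heat map genes had a probe in the direction of the paper. CD38, drawn as lower, had a single probe at a log2 fold change of 0.82. Table 1 genes in the direction of the table were 66 of 70, with OMG and RIMS1 counted though too dim for a bound. With the mean of a gene's probes, 61 genes of Table 1 were called in the direction of the table. That setting called 26 genes of Fig. 3A, 5 of Fig. 3B, 19 of Fig. 4A and 24 of Fig. 5A in the direction drawn, against 24, 3, 13 and 23 in the main setting.

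In the network of Fig. 6A, Talin-1 is drawn as lowering p21 and Bax and raising Bcl-xl and Bcl-2. BAX was higher in the sh-Talin-1 group at a log2 fold change of 0.19. CDKN1A, which encodes p21, was lower, at -0.92 by its brighter probe and -1.52 by its other probe. BCL2 was called lower by its brighter probe, while its other probe was well above background on neither array. BCL2L1, which encodes Bcl-xl, stood at 0.20 by its brightest probe and at -0.29 by its other probe, with software errors of 0.21 and 0.23. The network draws Talin-1 as raising Snail, N-cadherin and vimentin and lowering E-cadherin. SNAI1 stood at 0.18, CDH2 at -0.33, VIM at -0.52 and CDH1 at 0.50. The software version in the file headers is later than the paper's. Table 2 of the paper prints the same primer pair for CAV3 and EDN1.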

Other observations

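Of 24 measured targets of NF-kB, 1 was called higher and 7 lower in the sh-Talin-1 group. CXCL1 and CXCL2, chemokines that attract neutrophils, were 4.85-fold and 4.10-fold lower, and IL8, another such chemokine, at least 5.89-fold. The median log2 fold change was -0.43, and 10 of 10000 random lists matched on signal were as low. PTGS2, which is among these targets, was chosen by the study on these arrays. Mesenchymal genes of the epithelial to mesenchymal transition had a median of -0.43 over 20 genes, with 0 higher and 2 lower, LOX and TCF4 (5.08-fold), and 113 of 10000 random lists were as low, but the list did not stand apart without a filter on dim probes. Epithelial genes had a median of -0.06 over 27 genes, with 3 higher and 2 lower, among them MAL2 at least 2.82-fold higher and KRT7 lower, and 3550 of 10000 random lists were as low. Wnt/beta-catenin target genes had a median of -0.27 over 16 genes, with WISP1 alone called lower, and 268 of 10000 were as low. TGF-beta target genes stood at -0.14 over 22 genes, with 1 higher and 3 lower. Among them, PMEPA1 was 2.25-fold lower, but did not reach 2-fold without scaling. CDKN2B was 2.31-fold higher, with 0.28 on the log2 scale from its other probe. WISP1 of the Wnt list and CTGF of the TGF-beta list were chosen by the study on these arrays.

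Hepatocyte genes went both ways. Of 36 measured, 6 were higher, among them SLCO1B3 and ALB, and 5 were lower, among them FGB and APOC3, the apolipoprotein, at least 3.49-fold. Their median was -0.01, and 0.18 with quantile normalization. IFITM1 was the only interferon-stimulated gene of 33 called, and it was higher, 5.22-fold, while the median was -0.16 and 1147 of 10000 random lists were as low. Leukocyte markers had 7 of 18 called lower and 0 higher, or 4 and 1 with quantile normalization, with a median of -0.58, and 1008 of 10000 random lists were as low. Of 7 fibroblast markers, COL6A3 was called lower and 0 were higher, with a median of -0.46 and 273 of 10000 random lists as low. SLCO1B3, ALB and FGB of the hepatocyte genes, IFITM1, and SLAMF7 of the leukocyte markers were chosen by the study on these arrays.

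Glycolysis genes had a median of -0.09 over 18 genes, with HK2 and ENO2 (2.03-fold, but -0.78 on the log2 scale without scaling) lower, and cholesterol synthesis genes -0.12 over 24 genes with 0 called. Cytosolic ribosomal protein genes had a median of -0.02 over 86 genes, heat shock genes 0.12 over 16 and housekeeping genes 0.05 over 19, with 0 called in each. As low as the respective median were 1053 random lists of 10000 for glycolysis, 354 for cholesterol synthesis and 1364 for ribosomal protein genes, and as high were 1220 for heat shock and 3660 for housekeeping genes.

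Other genes of the network of Fig. 6A did not reach 2-fold. BAK1 stood at a log2 fold change of 0.24, BID at 0.10, BCL2L11, which encodes Bim, at -0.09, BCL2L2 at -0.05, MCL1 at -0.77, ZEB1 at -0.79 and SMAD2 at 0.23. Among 238 called genes with another measured probe, all other probes lay in the same direction in 206 (86.6%).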
